A study of Saccharomyces cerevisiae with 26 samples. Its data were reported in "Ribo-Seq and RNA-Seq of TMA46 (DFRP1) and GIR2 (DFRP2) knockout yeast strains" (2021).

How the data were processed

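RNA-Seq and Ribo-Seq (sequencing of ribosome-protected mRNA fragments) had been measured in exponentially growing yeast of the strain BY4742, either unmodified (wt) or lacking GIR2 (gir2Δ) or PUB1 (pub1Δ). The 26 libraries comprised 14 of RNA-Seq and 12 of Ribo-Seq, and the sample titles placed each of them in 1 of 4 batches. Per the labels, both assays started from the same clarified lysates, and the lysis buffer contained Triton for each library.

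The deposited values were raw read counts per gene without normalization. The authors trimmed the reads with cutadapt, removed duplicate Ribo-Seq reads with seqkit before stripping the barcodes, discarded rRNA reads with bowtie2, and counted uniquely mapped reads per gene with STAR against the Ensembl R64-1-1 annotation. The deposited table of counts held 7036 genes and gave the gene-sense strand. Each of its 26 columns was checked against the file of its own library and was identical in all 26 cases. The unmapped, multimapping, unassigned and ambiguous read totals came from those library files. Repeated sequencing of the same library was looked for among the 44 pairs of libraries of the same strain and assay, where the chi-square per degree of freedom of the counts was at least 2.12.

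Gene names and coordinates came from the RefSeq annotation of the R64 assembly, to which 5956 of the 7036 identifiers were matched, including 4463 of the 4473 tested genes. For 1080 identifiers without a match the deposited identifier was used. Overlap of the named genes with reading frames that RefSeq leaves out was not checked. Because uniquely mapped reads alone were counted, genes with near-identical copies, many cytosolic ribosomal protein genes among them, carry uncertain counts.

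Counts were analysed in R 4.3.3. The filter of the study was applied: a gene had to reach 10 CPM (counts scaled to a common library total) in 4 or more libraries of each assay, which left 4473 of the 6866 genes that had any count. Library sizes were scaled with TMM factors. Differences were tested with the quasi-likelihood F-test of edgeR 4.0.16, fitted to the libraries of all 3 strains with batch and strain as terms, and adjusted with the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05. Ribosome occupancy was tested as the interaction of strain and assay in a joint model of all 26 libraries that also held the interaction of batch and assay. Normalised CPM used the TMM factors, log2 CPM a prior count of 2, and principal components the log2 CPM of the tested genes within each assay. Levels of the deleted genes were given as CPM with TMM factors computed over all genes of the table, so they differ slightly from levels computed over the tested genes. Standard errors are those of the fitted log2 fold changes.

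The layout sets what these models can compare. Batch 2 held gir2Δ libraries alone and batch 3 held pub1Δ libraries alone. With batch as a term, the gir2Δ estimate therefore rests on replicate 4 of each assay, mainly against the wt libraries of batch 1. In RNA-Seq batches 1 and 4 both hold wt and pub1Δ libraries, so these also shift the fitted wt level of batch 1. With gir2Δ and wt alone in the fit, the gir2Δ RNA-Seq changes correlated across genes with those of the full fit at 0.993. The pub1Δ estimate rests on replicates 4 and 5 in RNA-Seq, in batches 4 and 1, and on replicate 4 in Ribo-Seq, in batch 1. The remaining libraries contribute to the estimate of the spread.

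The tests, the samples in each, the gene list, the 5 gene sets, the rule for naming genes and most of the other settings tried were fixed before the data were examined. The rule named, for each comparison, up to 3 genes in each direction with the largest absolute log2 fold change among genes called both with batch in the model and without a batch term, with the same sign, and, for RNA-Seq and Ribo-Seq, with each deletion library outside the range of the wt libraries. Genes named outside this rule were chosen after their values were seen.

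Gene sets were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the 30 combinations of 5 sets and 6 comparisons, with fry and with camera's estimated correlation beside it. The sets were cytosolic ribosomal proteins, ribosome biogenesis factors, mitochondrial ribosomal proteins, amino acid biosynthesis genes, and storage carbohydrate and heat shock genes. The gene list, fixed in advance, held 12 genes: genes that the study names, and GCN4, the target of the pathway of Gcn1 and Gcn2, which the study does not name. The 4 nearest annotated genes of each deleted gene, counted on both sides, were looked up as neighbours.

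The other settings fixed in advance were batch correction with ComBat-seq (sva 3.50.0, strain as the group) on each assay followed by a model of strain alone, no batch term, DESeq2 1.42.0 with its own size factors, median-of-ratios factors in edgeR, no filter, a filter at 30 CPM that left 3107 genes, a fit of the compared strains alone, the replicate number as a block, batch as a random effect in limma-voom, and leaving out each library in turn. The ComBat-seq settings of the study are not stated in full, so this alternative approximates its procedure. Further settings were chosen after seeing the data: the libraries of batches 1 and 2 alone, 2 batch levels that joined batch 1 with 2 and batch 3 with 4, the culture block for pub1Δ occupancy with an assumed culture of batch 1, counts of both strands, and offsets corrected for gene length with a lowess span of 0.3.

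The fitting code was tested on simulated data made from the real library sizes, gene means, spread and batch layout, in 5 simulations of 4473 genes with 200 genes changed by 1 on the log2 scale. With batch in the model, 87.4% of the changed genes were recovered for gir2Δ RNA-Seq, 63.3% for gir2Δ Ribo-Seq, 44.5% for gir2Δ occupancy, 96.1% for pub1Δ RNA-Seq, 76.8% for pub1Δ Ribo-Seq and 60.9% for pub1Δ occupancy. Between 3.10% and 7.32% of these calls were false. After ComBat-seq between 90.3% and 99.4% were recovered, and between 61.0% and 82.4% of the calls were false. Among 4473 genes, the set test found a set made to rise in 10 of 10 simulated tests, and a set without change in 0 of 10. Genes were simulated independently, so this does not show how the set test behaves when genes of a set move together. A further 20 simulations without any strain effect gave the number of calls and the correlations that the batch layout and the shared wt libraries produce alone. Noise that genes share within a library was left out of them.

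For the genes that differed between batches, proteins translated from the RefSeq genome were classed by hydropathy averaged over 19 residues with a threshold of 1.6, with segments in the last 60 residues counted as C-terminal, and by mitochondrial terms in the annotation. Intervals for residual reads are exact Poisson intervals at 95% confidence. All intervals and floors cover counting error only. Counts of 3 or fewer were treated as the detection floor.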

Results

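Transcript levels and ribosome footprints were compared between wt yeast and strains lacking GIR2, which encodes the partner of the GTPase Rbg2, or PUB1, which encodes a poly(U)-binding protein. RNA-Seq covered 5 wt, 4 gir2Δ and 5 pub1Δ libraries, and Ribo-Seq covered 4 libraries of each strain. RNA-Seq libraries held 2217490 to 3896827 gene-sense counts and Ribo-Seq libraries 540986 to 3123180. In the order of the replicates, the wt RNA-Seq libraries held 2217490, 2525907, 2396981, 2363338 and 2917963 counts, the gir2Δ RNA-Seq libraries 3227804, 2731434, 2920267 and 3502037, and the pub1Δ RNA-Seq libraries 3896827, 2241017, 2516745, 2476148 and 2568933. The wt Ribo-Seq libraries held 2777294, 1362346, 1570853 and 2435124 counts, the gir2Δ Ribo-Seq libraries 1913281, 1613849, 2412607 and 1517430, and the pub1Δ Ribo-Seq libraries 684012, 986174, 540986 and 3123180. Counts were found for 5876 to 6125 genes per RNA-Seq library and for 5366 to 5989 genes per Ribo-Seq library. Reads mapped to several places made up 6.23% to 12.4% of the RNA-Seq reads and up to 61.2% of the Ribo-Seq reads.

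The deleted genes were examined in each library before any comparison. GIR2 (YDR152W, chromosome IV 765706 to 766503, RefSeq R64) stood at 185 ± 26.6 CPM in wt RNA-Seq (SD, n = 5) and at 1.66 ± 2.00 CPM in gir2Δ RNA-Seq (SD, n = 4), where the libraries held 2, 3, 1 and 16 counts. In Ribo-Seq it stood at 81.7 ± 13.4 CPM in wt and 0.927 ± 1.19 CPM in gir2Δ (SD, n = 4 each), with 0, 1, 1 and 4 counts in gir2Δ. The pub1Δ libraries kept GIR2 at 203 ± 34.9 CPM in RNA-Seq (SD, n = 5) and 78.6 ± 8.93 CPM in Ribo-Seq (SD, n = 4). PUB1 (YNL016W, chromosome XIV 602907 to 604268) stood at 323 ± 69.9 CPM in wt RNA-Seq and 4.16 ± 8.06 CPM in pub1Δ RNA-Seq (SD, n = 5 each), where the libraries held 1, 1, 1, 47 and 3 counts. In Ribo-Seq it stood at 861 ± 45.4 CPM in wt and 7.60 ± 8.75 CPM in pub1Δ (SD, n = 4 each), with 1, 20, 4 and 6 counts in pub1Δ. The gir2Δ libraries held PUB1 at 203 ± 15.5 CPM in RNA-Seq and 822 ± 27.0 CPM in Ribo-Seq (SD, n = 4 each). The genotype label of pub1Δ RNA-Seq replicate 1 names gir2, but this library held 894 counts of GIR2 and 1 of PUB1, so it was kept with pub1Δ as its title states. The auxotrophy markers LEU2, LYS2 and URA3, which the parental strain lacks, had between 0 and 6 counts in the 26 libraries. The parental genotype also lists his3Δ1, but HIS3 had between 48 and 366 counts, and the reason was not tested.

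**Figure D1:**
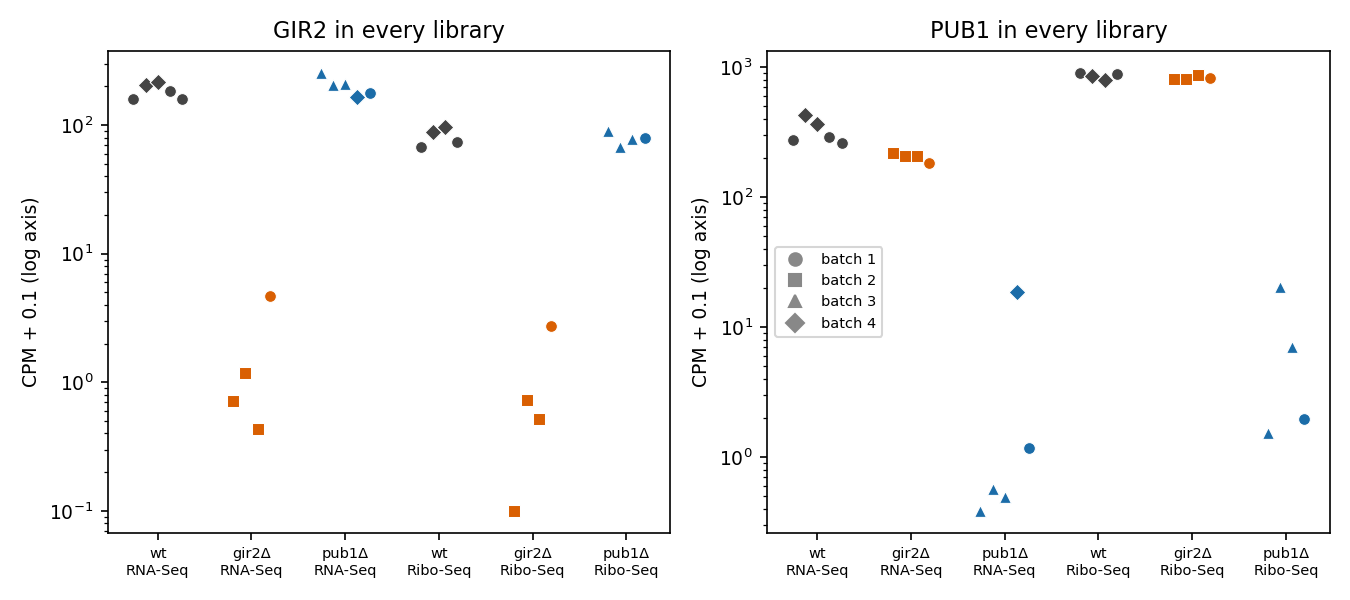
Levels of GIR2 and PUB1 in each library, in CPM with 0.1 added so that a library at 0 can be drawn on the logarithmic axis, by strain and assay, with the marker giving the batch. Each deletion strain held its own deleted gene far below the wt level in all its libraries.

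The libraries separated by batch more than by strain. The first principal component of the tested genes held 67.6% of the variance in RNA-Seq and 78.9% in Ribo-Seq, and in both assays it set the libraries of batches 1 and 2 apart from those of batches 3 and 4. The second component held 10.1% and 4.81%. Wt libraries were present in batches 1 and 4, so the size of the batch difference could be measured without a strain difference. With the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment, 1355 of 4473 genes were called between 2 wt RNA-Seq libraries of batch 4 and 3 of batch 1, of which 455 were higher in batch 4 and 900 lower. In Ribo-Seq, 1393 genes were called between the same batches with 2 wt libraries each, 499 higher and 894 lower. The lowest counts were 970 in RNA-Seq, without wt replicate 1, and 940 in Ribo-Seq, with DESeq2. Of the settings applied to all RNA-Seq libraries, the filter at 30 CPM gave the lowest count, 985.

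**Figure D2:**
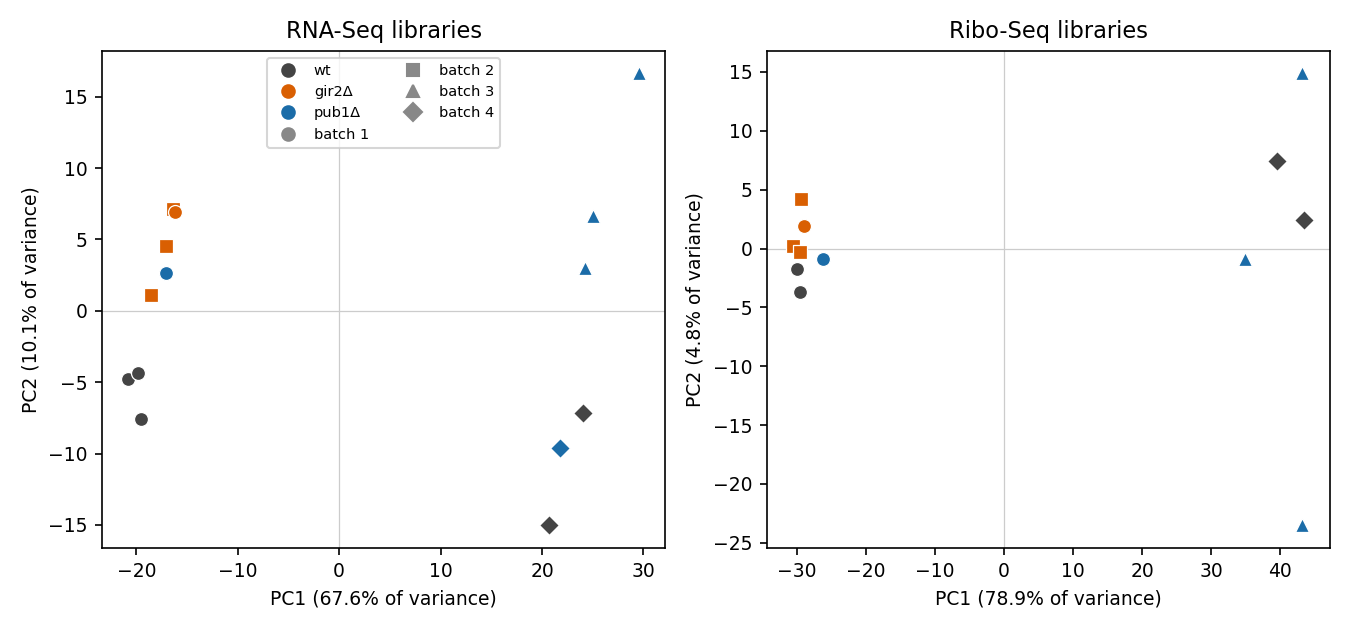
The first principal components of RNA-Seq and Ribo-Seq libraries, coloured by strain and marked by batch. Batches 1 and 2 lie on one side of the first component and batches 3 and 4 on the other in both assays.

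The first comparison asked which transcripts change in level when GIR2 is missing. With batch in the model, edgeR with Benjamini-Hochberg adjustment called 3 genes in gir2Δ RNA-Seq, all lower, and 624 genes had an unadjusted p under 0.05. GIR2 itself fell by 5.21 on the log2 scale (SE 0.36, edgeR adjusted p 2.4e-09) and lay below the wt range in 4 of 4 libraries. The other 2 calls were outside the naming rule and were chosen after their values were seen. VAC8 (YEL013W, chromosome V 128825 to 130561) fell by 0.89 (SE 0.14, edgeR adjusted p 0.0161), with 85.4 ± 12.9 normalised CPM in gir2Δ (SD, n = 4) and 115 ± 13.8 in wt (SD, n = 5), and 3 of 4 gir2Δ libraries were below the wt range. MIT1 (YEL007W, chromosome V 141892 to 143892) fell by 0.97 (SE 0.16, edgeR adjusted p 0.0356), with 90.9 ± 16.8 normalised CPM in gir2Δ (SD, n = 4) and 121 ± 15.0 in wt (SD, n = 5), and 2 of 4 libraries were below the wt range. Neither was called without a batch term over all batches, where the changes were -0.43 and -0.41. Both were called within batches 1 and 2 without a batch term, at -0.55 (edgeR adjusted p 0.0150) and -0.53 (edgeR adjusted p 0.0348). Neither was among the 4 genes called with 2 batch levels or called with batch as a random effect. The library gir2Δ replicate 4, on which the estimate with batch in the model rests, held the lowest level of VAC8 and MIT1 among the wt and gir2Δ RNA-Seq libraries. MIT1 was no longer called without wt replicate 1, 2 or 5 or without gir2Δ replicate 1, 2 or 3, and the number of calls then stood at 2. It rose to 7 without wt replicate 3 and to 8 without wt replicate 4.

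The setting that moved this count most was the study's own order of steps, ComBat-seq followed by a model of strain alone, after which 1516 genes were called, 756 higher and 760 lower. All 1516 had the same sign with batch in the model, and 624 of them had an unadjusted p under 0.05 there. Simulated libraries with the same batches and no strain effect gave a median of 655 calls after this correction, from 570 to 718 over 20 simulations. With batch in the model they gave a median of 0 calls and at most 2. For the other comparisons with batch in the model they reached 6 calls in gir2Δ Ribo-Seq, 3 in pub1Δ RNA-Seq and 4 in pub1Δ Ribo-Seq. In the same order, 1, 2 and 6 genes were called in the real libraries. A comparison within the libraries of batches 1 and 2, chosen after the principal components were seen, called 245 genes.

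**Figure D3:**
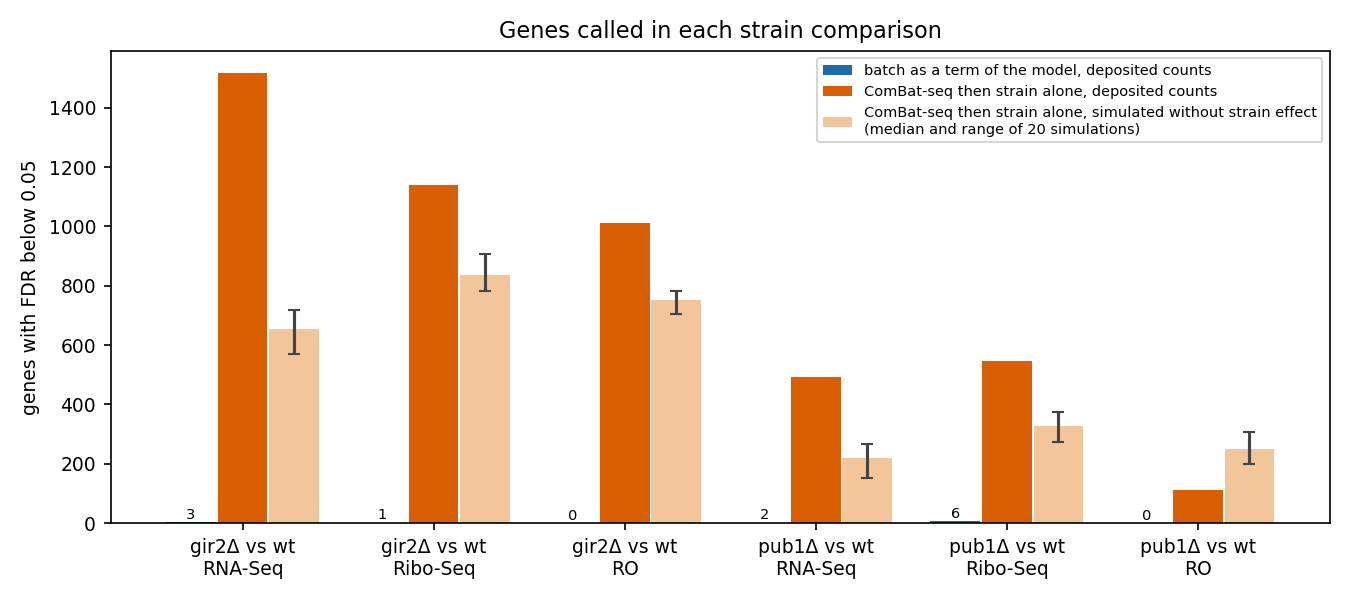
Genes called in each strain comparison with batch in the model, after ComBat-seq, and after ComBat-seq in simulations without a strain effect (bar, median, and line, range over 20 simulations), where RO is ribosome occupancy. The counts after ComBat-seq run from 112 to 1516, and those with batch in the model from 0 to 6.

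In gir2Δ Ribo-Seq, which asked whether the pool of translated mRNA changes, GIR2 was the single gene called with batch in the model. It fell by 4.70 on the log2 scale (SE 0.64, edgeR adjusted p 9.6e-06) and lay below the wt range in 4 of 4 libraries, and 377 genes had an unadjusted p under 0.05. ComBat-seq gave 1138 calls, against a median of 835 in simulations without a strain effect, and the libraries of batches 1 and 2 alone gave 43. Without gir2Δ replicate 3 the count was 2. For ribosome occupancy, the change in Ribo-Seq beyond that in RNA-Seq, 0 genes were called by edgeR and 340 had an unadjusted p under 0.05. ComBat-seq gave 1013 calls against a simulated median of 751.5, 11 genes were called with libraries of the same culture as a block, and 8 within batches 1 and 2. The occupancy of a deleted gene was not read, since most deletion libraries held it near the floor of 3 counts.

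For pub1Δ RNA-Seq, edgeR with Benjamini-Hochberg adjustment called 2 genes, 1 higher and 1 lower, and 420 genes had an unadjusted p under 0.05. PUB1 fell by 5.19 on the log2 scale (SE 0.35, edgeR adjusted p 6.4e-09) and was below the wt range in 5 of 5 libraries. PTR2 (YKR093W, chromosome XI 615730 to 617535), outside the naming rule and chosen after its values were seen, rose by 0.83 (SE 0.12, edgeR adjusted p 0.0023). Its levels overlapped, at 116 ± 97.7 normalised CPM in pub1Δ and 122 ± 75.0 in wt (SD, n = 5 each), 1 of 5 pub1Δ libraries was above the wt range, and without a batch term its change was -0.068. Within batches it was higher, at 81.8 against 44.1 and 36.6 in batch 4 and 290.5 against 160 to 186 in batch 1, and in Ribo-Seq at 619 against 447 and 460 in batch 1. PTR2 was not called without pub1Δ replicate 4 or 5, which left 1 call in each case, while 6 genes were called without pub1Δ replicate 1 and 5 without replicate 3. ComBat-seq gave 491 calls, against a simulated median of 220, and joining the batches into 2 levels gave 135.

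In pub1Δ Ribo-Seq, 6 genes were called by edgeR with Benjamini-Hochberg adjustment, 4 higher and 2 lower, and 354 had an unadjusted p under 0.05. PUB1 fell by 8.86 on the log2 scale (SE 0.73, edgeR adjusted p 7.2e-10). CIT2 (YCR005C, chromosome III 120946 to 122328) rose by 1.25 (SE 0.20, edgeR adjusted p 0.0192), from 37.9 ± 6.04 to 83.1 ± 10.3 normalised CPM. TDA1 (YMR291W, chromosome XIII 852630 to 854390) rose by 1.18 (SE 0.19, edgeR adjusted p 0.0192), from 43.5 ± 7.49 to 116 ± 12.6. MET6 (YER091C, chromosome V 339864 to 342167) rose by 0.55 (SE 0.10, edgeR adjusted p 0.0429), from 1539.5 ± 155 to 2339 ± 233. DHH1 (YDL160C, chromosome IV 170410 to 171930) fell by 0.63 (SE 0.11, edgeR adjusted p 0.0448), from 451 ± 36.8 to 279 ± 19.8. These levels are means with SD over 4 wt and 4 pub1Δ libraries, and each of these 5 genes lay outside the wt range in 4 of 4 pub1Δ libraries, the direction holding in batch 1 and in batch 3. IRC7 (YFR055W, chromosome VI 264204 to 265226) rose by 0.87 (SE 0.16, edgeR adjusted p 0.0429), from 49.0 ± 14.7 to 63.7 ± 3.92, was above the wt range in 3 of 4 libraries, was not called without a batch term, fell outside the naming rule and was chosen after its values were seen.

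The pub1Δ Ribo-Seq calls depended on single wt libraries of batch 1. PUB1 was the single call without wt replicate 1, and 2 genes were called without wt replicate 4, where CIT2, MET6, DHH1 and IRC7 were lost. Without pub1Δ replicate 2 the count was 3, MET6, DHH1 and IRC7 being lost, without pub1Δ replicate 1 IRC7 was lost, and without wt replicate 2 or 3 the count was 9. DHH1 was also lost with median-of-ratios factors, with a fit of the compared strains alone and with counts of both strands, and CIT2, TDA1, MET6, DHH1 and IRC7 with the replicate number as a block. The fitted changes of CIT2, TDA1, MET6 and DHH1 kept their direction in each of the 19 other fits run for each gene. ComBat-seq gave 547 calls against a simulated median of 328, and no filter gave 40. In RNA-Seq, CIT2 stood at 99.3 ± 14.8 normalised CPM in pub1Δ and 64.8 ± 7.54 in wt, TDA1 at 48.5 ± 13.5 and 32.2 ± 4.25, MET6 at 520 ± 55.9 and 511 ± 61.6, and DHH1 at 34.6 ± 22.2 and 55.7 ± 8.06 (SD, n = 5 each). None of these was called in RNA-Seq. CIT2 nevertheless lay at 87.8 to 125 in pub1Δ RNA-Seq, above the wt range of 55.0 to 74.5, while TDA1, MET6 and DHH1 overlapped wt. DHH1 was not called in gir2Δ RNA-Seq either, but lay there at 18.7 to 34.4, below the wt range of 48.3 to 68.9. For occupancy edgeR called 0 genes in pub1Δ, with 168 at an unadjusted p under 0.05. Without pub1Δ RNA-Seq replicate 5 this occupancy count was 1, and after ComBat-seq it was 112, below the simulated median of 251.5.

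**Figure D4:**
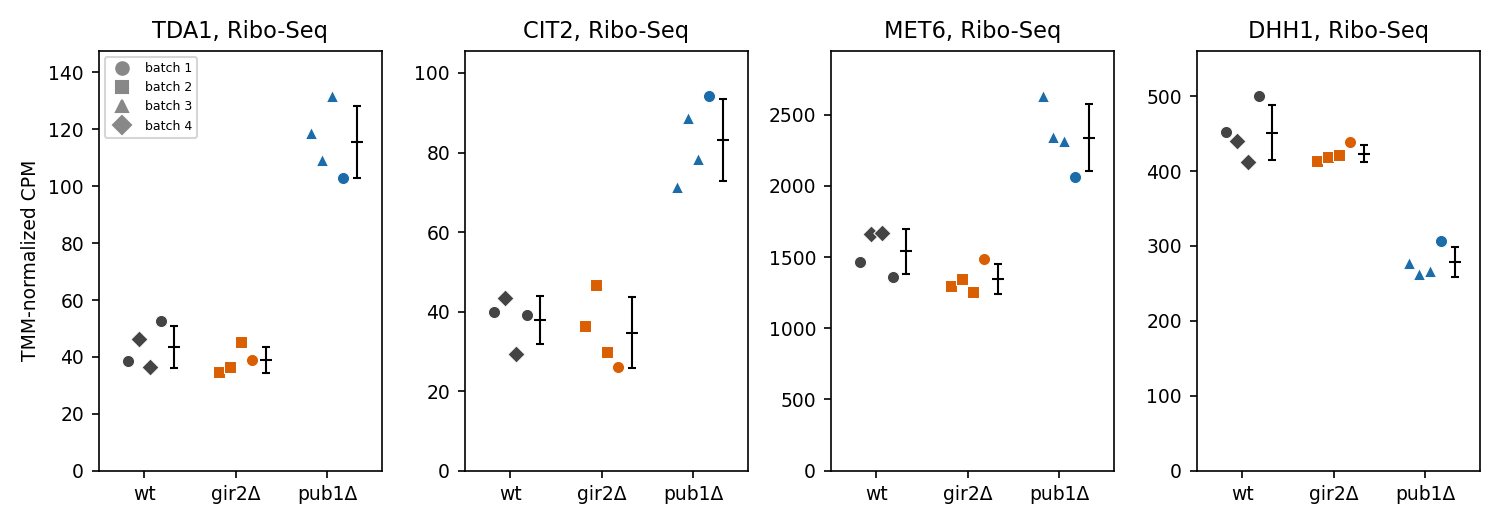
Normalised CPM in each Ribo-Seq library for 4 genes called in pub1Δ Ribo-Seq, by strain, with the marker giving the batch and the black bars mean and SD. CIT2, TDA1 and MET6 were higher and DHH1 lower than the wt range in all 4 pub1Δ Ribo-Seq libraries.

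Gene sets were compared because growth-related sets often move together. With camera's preset correlation, 20 of 30 tests were called. None of the 20 was called under fry or under an estimated correlation, each of which gave 0 calls of 30. In gir2Δ RNA-Seq the median log2 change of cytosolic ribosomal protein genes was 0.31, with 128 of 138 genes higher, that of ribosome biogenesis factors was 0.25, with 142 of 157 higher, and that of storage carbohydrate and heat shock genes was -0.33, with 4 of 36 higher. In gir2Δ Ribo-Seq the median was 0.32 for biogenesis factors, with 151 of 157 higher, and -0.39 for storage carbohydrate and heat shock genes, and the ribosomal protein set was not called. In gir2Δ occupancy the ribosomal protein median was -0.33, with 11 of 138 higher, and with length-corrected offsets it was -0.20, with 29 higher. The storage carbohydrate and heat shock median was also -0.41 in pub1Δ Ribo-Seq, with 8 of 36 higher. In pub1Δ occupancy it was -0.42, with 5 of 36 higher. The occupancy median became 0.034 without pub1Δ RNA-Seq replicate 4, -0.062 without a batch term and -0.091 with 2 batch levels. In pub1Δ RNA-Seq the median was 0.12 for mitochondrial ribosomal proteins, with 60 of 70 higher, and -0.12 for amino acid biosynthesis genes, with 8 of 51 higher. There the ribosomal protein median of -0.089 became 0.20 without a batch term and 0.065 with 2 batch levels, and the biogenesis median of -0.071 became 0.021 without a batch term. Other camera calls of the mitochondrial ribosomal protein and amino acid sets went the other way. The amino acid biosynthesis median was 0.21 in pub1Δ occupancy, with 47 of 51 higher. The mitochondrial ribosomal protein median was -0.14 in gir2Δ Ribo-Seq and -0.21 in gir2Δ occupancy, each with 15 of 70 higher. In pub1Δ occupancy it was -0.098, with 21 of 70 higher. Genes of a set are not independent replicates.

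On the list of 12 genes fixed in advance, 9 calls were made over the 6 comparisons when adjusted over the list alone, and 4 over all genes tested, the latter all of the deleted genes. After ComBat-seq the former count was 20, without a batch term 4 and without wt Ribo-Seq replicate 4 it was 7. The list calls include the occupancy of PUB1, which rests on few counts. Beyond the deleted genes, the calls adjusted over the list alone were of GCN4 (YEL009C, chromosome V 138918 to 139763), the gene on the list that the study does not name. It rose by 0.54 in gir2Δ RNA-Seq (SE 0.16, edgeR adjusted p 0.0162 over the list and 0.202 over all genes) and by 0.76 in gir2Δ Ribo-Seq (SE 0.22, edgeR adjusted p 0.0232 and 0.418). In pub1Δ it rose by 0.65 in Ribo-Seq (SE 0.20, edgeR adjusted p 0.0275 and 0.327) and by 1.00 in occupancy (SE 0.25, edgeR adjusted p 0.00261 and 0.590), while its RNA-Seq change was -0.31. In Ribo-Seq the wt libraries of batch 1 held 35.5 and 29.1 normalised CPM of GCN4 and those of batch 4 held 43.3 and 46.8. The gir2Δ libraries ranged from 40.8 to 55.0 and the pub1Δ libraries from 34.1 to 51.1, so the ranges overlapped across batches. The 5 tested neighbours of the deleted genes, NUM1, CTH1, ENT5 and CPR1 beside GIR2 and PBI2 beside PUB1, gave 0 calls with edgeR over the comparisons of their strain, and 1 test, of PBI2 in Ribo-Seq at -0.57, had an unadjusted p under 0.05. After ComBat-seq this became 1 call.

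Changes were also compared between batches. In RNA-Seq the change of gir2Δ replicate 4 against wt and that of the gir2Δ libraries of batch 2 against other wt libraries correlated across genes with a mean r of 0.443, from 0.343 to 0.498 over the ways of dividing the wt libraries of batch 1. In Ribo-Seq r was 0.315, from 0.289 to 0.341. Simulations without a strain effect reached 0.0376 and 0.0320, but another library of batch 1 in the place of gir2Δ replicate 4 reached 0.269 and 0.169. The pub1Δ changes of batch 1 and batch 4 correlated at 0.0761 in RNA-Seq, where simulations reached 0.0261, but real wt libraries in the place of a pub1Δ library reached 0.273. The fitted changes of gir2Δ and pub1Δ, which share their wt libraries, correlated across genes at 0.0488 in RNA-Seq and 0.258 in Ribo-Seq, while unchanged strains simulated against the same wt libraries gave 0.160 to 0.235 and 0.271 to 0.360. Genes are not independent replicates in these correlations.

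The genes that differed between wt batches were set against the kind of protein they encode. Among those lower in batch 4, 57.7% in RNA-Seq and 56.3% in Ribo-Seq encoded a protein with a hydrophobic segment before the C-terminus and no mitochondrial annotation, against 20.1% of the tested genes. The median log2 change of these 898 genes was -0.69 in RNA-Seq and -1.28 in Ribo-Seq. It was -0.054 and -0.15 for the 83 genes whose protein has a C-terminal segment alone, and 0.068 and 0.11 for the 2436 genes without a segment. The share of counts in the 898 genes was 15.5% to 16.2% in the 8 RNA-Seq libraries of batches 1 and 2 and 11.4% to 12.3% in the 6 of batches 3 and 4, whatever the strain. In Ribo-Seq it was 13.01% to 13.2% in 7 libraries and 9.82% to 10.1% in 5.

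**Figure D5:**
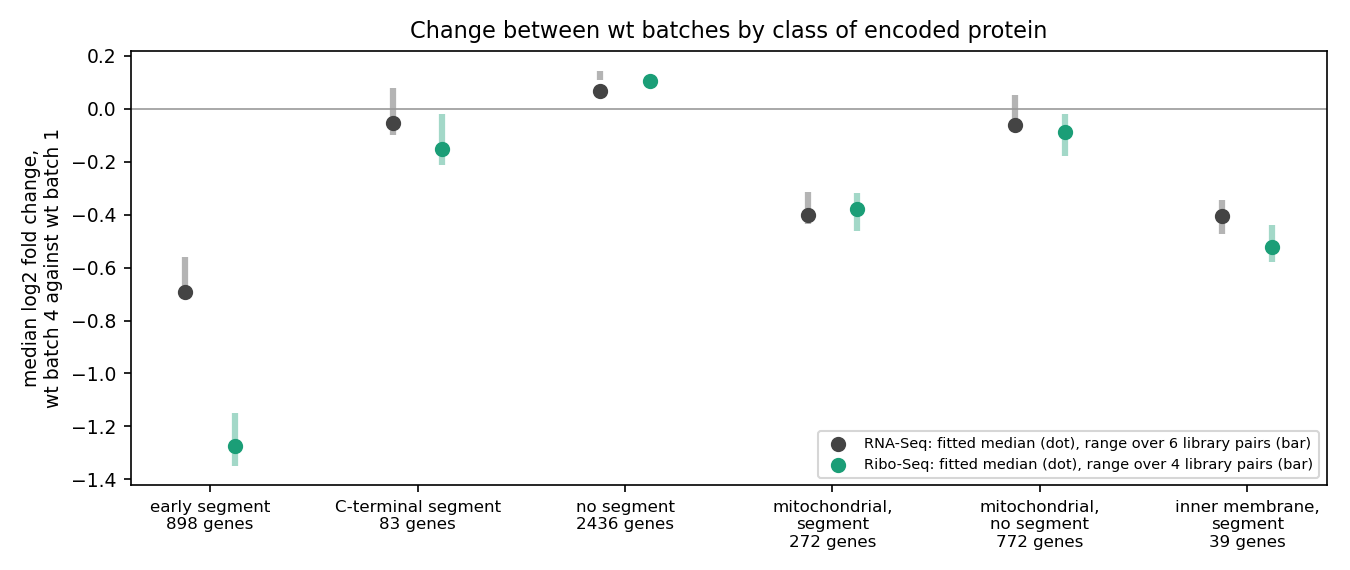
Median log2 change of wt batch 4 against batch 1 by class of encoded protein, in RNA-Seq and Ribo-Seq, with the range over single pairs of libraries. Genes with an early hydrophobic segment fell most, with medians of -0.69 and -1.28.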

Values the study reported

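The study kept genes that reached 10 CPM in 4 or more libraries of each assay. It took an FDR of 0.05 as its threshold for differential expression.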

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

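Each of these values was found by comparing the libraries of a group with each other, and the tests of residual reads, of DHH1 and of the number of genes were chosen only after the values were seen. Of 96 groups examined, 8 held a library set apart from the others by a gap that chance gives in about 4.8 groups, and in 4 of the 8 it was the group's lone library of its batch.

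The share of counts in genes with an early hydrophobic segment was 15.8% in pub1Δ RNA-Seq replicate 5, against 11.4% to 12.3% in the other pub1Δ libraries, and 13.1% in pub1Δ Ribo-Seq replicate 4, against 9.82% to 10.1%. Both libraries belong to batch 1 and lie within the range of the wt and gir2Δ libraries of batches 1 and 2. The difference follows the batch, which is weighed among the other observations, where its cause stays open. Within pub1Δ the batch is the only difference the labels give.

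PUB1 stood at 18.9 normalised CPM in pub1Δ RNA-Seq replicate 4, from 47 counts, against 0.287 to 1.11 in the other 4 libraries. This is 4.75% of the wt level of batch 4 (exact Poisson 95% interval 3.49% to 6.32%). Reads misassigned within the batch, or wt material in the culture, cannot be told apart here, because batch 4 held no further deletion library. DHH1 in the same library stood at 73.0 normalised CPM, against 18.3 to 33.6 in the other 4. Admixture of wt reads would have to make up 126% of the library to give this level, so the few percent that PUB1 allows argue against it as the cause. The wt libraries of batch 4 held 57.3 to 68.9 normalised CPM of DHH1 and those of batch 1 held 48.3 to 52.1. A biological difference of this culture was not tested.

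CIT2 stood at 70.0 normalised CPM in gir2Δ RNA-Seq replicate 2, against 54.9 to 55.8 in the other 3 libraries. The total of pub1Δ RNA-Seq replicate 1 was 3896827 counts (3.90 in units of 1e+06), against 2.24 to 2.57 in the other 4, and reads mapped to several places made up 12.4% in pub1Δ RNA-Seq replicate 3, against 6.84% to 8.02%. No explanation was tested for these values, and the number of such gaps is near what chance gives.

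In wt Ribo-Seq replicate 2, 5604 genes had a count, against 5906 to 5954 in the other 3 libraries. It was the shallowest of the 4. Thinned to its depth, the others had on average 5726, 5856 and 5766 genes over 20 draws, so depth may account for part of the gap but did not bring the lowest of them to 5604. With a single library on one side the remainder cannot be told apart from ordinary variation between libraries, and this reading was set after the values were seen.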

How the results depend on the processing

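The libraries of batches 1 and 2 alone, 2 batch levels, the block with an assumed pub1Δ culture, counts of both strands and length-corrected offsets were settings chosen only after the principal components or the first results had been seen. Where a value changed with a setting, the cause was not tested unless a cause is given.

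How the batch was handled changed the counts most. ComBat-seq followed by a model of strain alone gave 1516 calls in gir2Δ RNA-Seq, 1138 in gir2Δ Ribo-Seq, 1013 in gir2Δ occupancy, 491 in pub1Δ RNA-Seq, 547 in pub1Δ Ribo-Seq and 112 in pub1Δ occupancy, against 3, 1, 0, 2, 6 and 0 with batch in the model. The same setting gave 20 calls on the gene list and 1 among the neighbouring genes. The fitted changes correlated across genes with those of the model with batch at 0.957 (pub1Δ RNA-Seq) to 0.993 (gir2Δ RNA-Seq) over the 6 comparisons. Without a batch term there were 1 call in gir2Δ RNA-Seq, 36 in pub1Δ RNA-Seq, 1 in pub1Δ occupancy and 4 on the gene list. Batch as a random effect gave 1 call in gir2Δ RNA-Seq and 1 in pub1Δ RNA-Seq. With 2 batch levels there were 4 calls in gir2Δ RNA-Seq, 4 in gir2Δ Ribo-Seq, 3 in gir2Δ occupancy, 135 in pub1Δ RNA-Seq, 75 in pub1Δ Ribo-Seq and 1 in pub1Δ occupancy. The libraries of batches 1 and 2 alone gave 245 calls in gir2Δ RNA-Seq, 43 in Ribo-Seq and 8 in occupancy. These fits compare more gir2Δ libraries with wt, at the price of treating 2 batches as equal.

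Other settings moved smaller numbers of calls. DESeq2 gave 16 in gir2Δ RNA-Seq, 2 in gir2Δ Ribo-Seq, 4 in gir2Δ occupancy, 11 in pub1Δ RNA-Seq and 1 in pub1Δ occupancy. Median-of-ratios factors gave 8 in gir2Δ RNA-Seq. Without a filter there were 13 in gir2Δ RNA-Seq, 16 in gir2Δ Ribo-Seq, 5 in pub1Δ RNA-Seq and 40 in pub1Δ Ribo-Seq. A fit of the compared strains alone gave 40 in gir2Δ RNA-Seq, 2 in gir2Δ Ribo-Seq, 5 in gir2Δ occupancy and 17 in pub1Δ Ribo-Seq. Counts of both strands gave 12 and length-corrected offsets 9 in gir2Δ RNA-Seq.

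The replicate number as a block gave 10 calls in gir2Δ RNA-Seq, 1 in pub1Δ RNA-Seq and 1 in pub1Δ Ribo-Seq, and libraries of the same culture as a block gave 11 in gir2Δ occupancy. Libraries of the same number in 2 strains showed no common deviation, with r from -0.54 to 0.38 over 17 pairs, so the numbers were not taken to pair the strains. RNA-Seq and Ribo-Seq libraries of the same culture correlated at 0.0685 to 0.274 over 11 pairs. For pub1Δ occupancy this block could not be fitted, because the 3 pub1Δ cultures with the same number and batch in both assays all belong to batch 3, which holds no wt library. Which RNA-Seq library belongs to pub1Δ Ribo-Seq replicate 4 of batch 1 is not clear from the labels. With RNA-Seq replicate 5, the pub1Δ library of that batch, assumed to be its culture, the block gave 0 calls in pub1Δ occupancy and 245 genes at an unadjusted p under 0.05.

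Leaving out 1 library at a time gave from 2 to 8 calls over 8 fits in gir2Δ RNA-Seq, 1 to 2 over 7 in gir2Δ Ribo-Seq, 1 to 6 over 10 in pub1Δ RNA-Seq, 1 to 9 over 7 in pub1Δ Ribo-Seq and 0 to 1 over 17 in pub1Δ occupancy. It gave 0 calls in each of 15 fits for gir2Δ occupancy, 970 to 1701 between wt batches in RNA-Seq, 7 to 9 on the gene list and 17 to 24 set calls. Fits without replicate 4 of gir2Δ in either assay, or without replicate 4 of pub1Δ Ribo-Seq, could not be made, because no other library links these strains to a wt batch. The wt batch comparison was not run without wt RNA-Seq replicate 2 or 3 or without any wt Ribo-Seq library, since a single library would have remained.

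Some values changed direction. Without a batch term PTR2 in pub1Δ RNA-Seq was -0.068, the biogenesis median in gir2Δ occupancy -0.12, the ribosomal protein median in pub1Δ RNA-Seq 0.20 and the biogenesis median there 0.021. With 2 batch levels the ribosomal protein median in pub1Δ RNA-Seq was 0.065 and the biogenesis median in pub1Δ Ribo-Seq -0.054. With 1 library left out, the biogenesis median in pub1Δ RNA-Seq ranged from -0.27 to 0.10, changing sign without wt replicate 3, at 0.0068, and without pub1Δ replicate 4. The biogenesis median in pub1Δ Ribo-Seq ranged from -0.00199 without wt replicate 4 to 0.12, that in pub1Δ occupancy from -0.023 without pub1Δ RNA-Seq replicate 4 to 0.34, and the storage carbohydrate median there from -0.92 to 0.034, the latter without the same library. Over the single genes and set medians followed, 300 of 358 values under the other settings kept their direction and side of the threshold. Of the rest, 33 were weaker, 19 stronger and 6 reversed. With 1 library left out, 396 of 430 kept both, 28 were weaker, 1 stronger and 5 reversed. The tally does not count the following reversals of sets that camera did not call. With length-corrected offsets the mitochondrial ribosomal protein median in gir2Δ RNA-Seq went from 0.080 to -0.032. In gir2Δ Ribo-Seq the cytosolic ribosomal protein median went from -0.026 to 0.0098 and the amino acid biosynthesis median from -0.0011 to 0.0053. The deleted genes stayed called in RNA-Seq and Ribo-Seq in each fit.

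Depth and layout limit these results. In simulations 44.5% of genes changed by 1 on the log2 scale were recovered for gir2Δ occupancy and 63.3% for gir2Δ Ribo-Seq, and smaller changes were not simulated.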

Other observations

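The tests of residual GIR2 reads, of wt and gir2Δ libraries in the place of a pub1Δ library, of membrane-bound mRNA including mitochondria, of library depth between batches and of calls lost with the length correction were chosen only after the result was seen. The protein classes were chosen after the genes with the largest falls between wt batches had been seen. The reading of the ComBat-seq counts and of the correlation between the strains against both ends of the simulated range, and the look at which splits keep the contrast of batch 1, were likewise set after the values were known.

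The calls with batch in the model were set against other splits of the same libraries into groups of equal size. In gir2Δ RNA-Seq 3 of 100 splits gave as many calls, the real split included, and the others that did gave 14 and 6. In gir2Δ Ribo-Seq it was 7 of 35, in pub1Δ RNA-Seq 6 of 100, in pub1Δ Ribo-Seq 2 of 35, and for occupancy 60 of 60 in gir2Δ and 60 of 60 in pub1Δ, where a real count of 0 fixes the outcome and the test says nothing. In pub1Δ Ribo-Seq the other split gave 47 calls and joined wt replicates 1, 2 and 4 with pub1Δ replicate 3. It sets wt replicates 1 and 4 against pub1Δ replicate 4, which is the real contrast of batch 1 with its sign turned. The same holds, with gir2Δ replicate 4, for 4 of the 6 other splits that gave as many calls in gir2Δ Ribo-Seq, and for 1 of 5 in pub1Δ RNA-Seq. Such splits do not show how many calls arise without a strain difference. The highest count in pub1Δ RNA-Seq, 98 against the real 2, came from a split that does not keep this contrast. It joined wt replicates 1, 3 and 5 with pub1Δ replicates 1 and 5. For the 5 gene sets, as many were called in 47 of 100 splits for gir2Δ RNA-Seq, 15 of 35 for gir2Δ Ribo-Seq, 45 of 60 for gir2Δ occupancy, 55 of 100 for pub1Δ RNA-Seq, 9 of 35 for pub1Δ Ribo-Seq and 26 of 60 for pub1Δ occupancy. Which of these splits keep the contrast of batch 1 was not counted.

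ComBat-seq followed by a model of strain alone gave many more calls than batch in the model. A candidate explanation is that the uncertainty of the batch estimate is left out of the test. Simulated libraries without a strain effect gave medians of 655 calls in gir2Δ RNA-Seq, 835 in gir2Δ Ribo-Seq, 751.5 in gir2Δ occupancy, 220 in pub1Δ RNA-Seq, 328 in pub1Δ Ribo-Seq and 251.5 in pub1Δ occupancy. In the same order the simulations ranged from 570 to 718, 783 to 906, 704 to 782, 152 to 266, 273 to 374 and 199 to 308. The observed counts of 1516, 1138, 1013, 491 and 547 in the first 5 lay above each simulation. The 112 in pub1Δ occupancy lay below each simulation, and why the simulations gave more calls there was not tested. Genes were simulated independently, so the simulated ranges may be narrower than those of real libraries. Whether the uncertainty left out is the whole cause in the first 5 is therefore not decided. In pub1Δ occupancy no excess is left to explain. In gir2Δ RNA-Seq 1 of 100 splits, the real one, gave as many calls after ComBat-seq, but 48 others gave calls. The highest of these, 1456, came from the split that follows the batch and joins wt replicates 1, 4 and 5 with gir2Δ replicate 4, all of batch 1, so a count of this size does not by itself show a strain difference. Within batches 1 and 2 the real split gave 245. Which single genes among these calls differ was not resolved.

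The hypothesis that gir2Δ has an effect beyond GIR2 that a single linking library is too little to call was tested by the agreement between batches. With disjoint wt libraries on either side, the correlation across genes of gir2Δ changes in batch 1 and batch 2 was at least 0.343 in RNA-Seq and 0.289 in Ribo-Seq, above the 0.0376 and 0.0320 that simulations reached, which argues against shared wt libraries as the cause. With another library of batch 1 in the place of gir2Δ replicate 4 it reached 0.269 and 0.169, which argues against noise common to that batch as the whole cause, although few libraries could be put in its place. With the trend on gene length removed from each library the mean was 0.425 and 0.311, which argues against length. Removing the trend left the median of cytosolic ribosomal protein genes in gir2Δ RNA-Seq at 0.20 and that of biogenesis factors at 0.24. Both medians rest on gir2Δ replicate 4, so they do not show what the gir2Δ cultures share. The correlations are compatible with a change common to the gir2Δ cultures. Whether it follows from the loss of GIR2, from growth state or from another difference of the strain was not tested.

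The 245 genes called in gir2Δ RNA-Seq within batches 1 and 2 were tested against technical trends. After a GC correction 244 of them stayed called, and after thinning each library to 2217490 counts 182 did, which argues against both as the whole cause. After a length correction 119 stayed, among 140 called, and 126 were lost. The prediction had named few or most of the calls, and the outcome lay between, so its reading was set after the value was seen. Length bias as the whole cause is argued against by the 119. For the 126 calls lost, a technical trend and a strain effect that follows gene length cannot be told apart, because the correction removes both, and the changes correlated with length at a Spearman rho of -0.342 across genes.

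The fitted changes of gir2Δ and pub1Δ correlated across genes at 0.0488 in RNA-Seq and 0.258 in Ribo-Seq, below the 0.160 to 0.235 and 0.271 to 0.360 of unchanged strains simulated against the same wt libraries. The simulations drew each gene independently, so they leave out noise that genes share within a library. Such noise, seen below with real libraries in place, may exceed these gaps. Whether shared wt libraries and unchanged strains are the full account is therefore not decided, and the cause of the lower values was not tested. The pub1Δ changes of batches 1 and 4 in RNA-Seq correlated at 0.0761, above the 0.0261 that simulations reached. With a wt or gir2Δ library in the place of the pub1Δ library of one batch the correlation lay between -0.273 and 0.273, so noise of single libraries gives values as high, and a shared change was not shown.

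The separation of batches 1 and 2 from batches 3 and 4 was tested against technical trends in wt RNA-Seq. Of the 1355 genes called between wt batches, 1117 stayed called after a length correction and 1266 after a GC correction, among 1237 and 1453 called in all, and the depths overlapped, from 2217490 to 3502037 counts in batches 1 and 2 and from 2.24 to 3.90 (in units of 1e+06 counts) in batches 3 and 4. These values argue against length, GC content or depth as the whole cause in RNA-Seq. In Ribo-Seq the depths hardly overlapped. They ran from 1517430 to 3123180 counts in batches 1 and 2 and from 540986 to 1570853 in batches 3 and 4. The ranges alone therefore do not set depth aside in Ribo-Seq. Although depth varied widely on either side, the share of counts in early-segment genes hardly moved. It was 13.01% to 13.2% in batches 1 and 2 and 9.82% to 10.1% in batches 3 and 4. For that share these values argue against depth as the whole cause. Reads mapped to several places also parted these batches in Ribo-Seq, and their part was not tested. Loss of mRNA bound to the endoplasmic reticulum alone is argued against by mitochondrial proteins with a hydrophobic segment, which fell as well, by 0.40 in RNA-Seq and 0.38 in Ribo-Seq (medians -0.40 and -0.38). Lower transcription or stability of the genes of membrane and secreted proteins in general predicts a fall for proteins with a C-terminal segment alone too. Their medians were -0.054 and -0.15, which argues against an equal fall across all such genes. Yet 21.7% of the genes with a C-terminal segment alone were called lower in RNA-Seq and 26.5% in Ribo-Seq. Among genes without a segment these shares were 4.84% and 5.38%. A smaller fall of this kind, or a change in transcription limited to some of the genes, therefore stays open. A loss of mRNA bound to membranes of either organelle was not tested on other genes. The medians of inner membrane proteins with a segment, -0.40 and -0.52 over 39 genes, belong to the mitochondrial genes whose fall prompted it and decide nothing. Such a loss during preparation of the lysates and a difference in growth between the cultures both stay open. With batch in the model the median change of the early-segment genes was -0.048 and -0.040 in gir2Δ RNA-Seq and Ribo-Seq and -0.025 and -0.064 in pub1Δ, while without a batch term it was 0.16, 0.38, -0.34 and -0.23.

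GIR2 reads remained in gir2Δ replicate 4 at 2.59% of the wt level in RNA-Seq, from 16 counts (exact Poisson 95% interval 1.48% to 4.199%), and at 3.82% in Ribo-Seq, from 4 counts (1.04% to 9.77%). PUB1 in the pub1Δ RNA-Seq library of the same batch remained at 0.404%, from 3 counts (0.0834% to 1.18%), and the shares of GIR2 and PUB1 differed in an exact Poisson test (two-sided p = 0.000776). An equal rate of misassigned reads across the batch is hard to reconcile with this, but a rate that differs between libraries stays open with 1 library per strain. Wt material in the culture predicts equal shares in both assays, and these did not differ in an exact Poisson test (two-sided p = 0.519), which 4 counts leave with little power. The explanations cannot be told apart at these counts.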
